A study of Mus musculus with 8 samples. Its data were reported in "Coordination between ECM and cell-cell adhesion regulates the development of islet aggregation, architecture, and functional maturation" (2023).

How the data were processed

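RNA was measured in 8 libraries of isolated mouse islets, the clusters of endocrine cells of the pancreas. The animals were 8 weeks old. The labels gave 4 libraries the wild type genotype and 4 libraries a genotype with Ngn3-Cre and 2 floxed Ctnna1 alleles, in which the Cre recombinase acts in endocrine progenitors. The study calls the latter Ctnna1ΔEndo/ΔEndo. They are called mutant-labelled below, because the targeted gene was not lower in them. Groups and replicate numbers were taken from the genotype labels and the sample titles. Nothing in the labels says that the libraries of a group came from separate animals and not parts of the same pool, so p-values measure the spread between these libraries.

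The values deposited by the authors were raw counts of reads per gene, 1 row for each of 24091 gene symbols with mm10 coordinates. According to the methods of the study, total RNA from small batches of islets was kept after an overnight recovery, ribosomal RNA was removed, and libraries were sequenced as short single-end reads on an Illumina HiSeq. Adapters were trimmed with Trimmomatic, polyA tails with fastp, and reads were mapped to mm10 with STAR. The submitters' processing notes name bcl2fastq 2.18.0.12, STAR 2.6.0, HTSeq 0.6.0 and edgeR 3.28.1, whereas the methods name featureCounts for the counting, so the counter of these values is not certain. The methods state default parameters for featureCounts, which ignore the strand of a read, and the notes give no strand setting for HTSeq. With the counter uncertain the strand setting is too, and the gene annotation was not given in the sources used here. Reads of overlapping genes on opposite strands were therefore not assumed to be separated, and genes with near-identical copies are uncertain. The exons removed by the floxed allele were not given either. No symbol of the mitochondrial genome was among the rows, so that list had 0 members. There were 0 further columns of values per sample.

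Library totals ranged from 31.8 to 37.8 M counts (M, mega). Spearman correlations between libraries of a group ranged from 0.975 to 0.993 over the tested genes, and no columns were identical. Counts of genes that passed the filterByExpr function of edgeR 4.0.16 (R 4.3.3) were scaled by TMM factors and tested with edgeR's quasi-likelihood F test, mutant-labelled minus wild type, over all 8 libraries with no covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and a fold change over 2 was asked for as well in the main count, the thresholds of the study. The study states that batch effects were corrected through the design matrix but names no batch. The only such label is a suffix in the titles, shared by 7 libraries and different in mutant-labelled library 4. As a term it removes that library from the contrast, so it was an alternative. CPM are counts scaled by edgeR to a common library size with the TMM factors. Values are means ± SD over 4 libraries per group, and errors of log2 fold changes are standard errors (SE). A single quantity was compared with an exact, 2-sided permutation test of the group means over all 70 assignments, whose smallest p is 0.0286.

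A set of 34 gene lists was fixed before the data were examined, 19 for the comparison and the rest for other cell types, stress, growth and checks, and 33 had at least 3 tested members. They were tested with camera (limma 3.58.1) on voom values with a preset correlation between genes of 0.01, 2-sided, with Benjamini-Hochberg adjustment over the lists. The same test with an estimated correlation and the rotation test fry were run beside it. Fry asks whether the genes of a list move, on balance, in 1 direction, and compares the list with no other genes. The score of a list is its mean log2 CPM, with a prior count of 2, less the mean of the wild type libraries. The genes named in the text followed a rule also fixed beforehand. They are Ctnna1, genes the study names for this comparison, up to 4 called members of each list (filled to 2 by expression), the 10 largest increases and the 10 largest decreases among called genes changed more than 2-fold with a mean of at least 1 CPM and groups that did not overlap (without predicted and sex-linked genes), and the 4 genes with the smallest adjusted p. Some genes that the rule names are not reported here, and a gene outside the rule is said to be so.

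The procedure was tested on simulated counts for this comparison with 100 genes changed 2-fold and 100 changed 4-fold among 15012 tested genes. It recovered 74% of the former and 95% of the latter, with the wrong sign in 0, 3.43% of its calls were unchanged genes, and 0 of 20 unchanged lists were called. The simulated genes varied independently of each other, and the changed ones were not taken from genes with low counts. The simulation therefore cannot show how often genes or lists are called wrongly where genes move together across libraries, as in the real counts. Alternatives covered other scalings (RLE, upper quartile, scaling without hormone genes), tests (edgeR's likelihood ratio test, limma-voom, DESeq2 1.42.0, a test against a 2-fold change), filters, the replicate number as a block, the title suffix, 1 surrogate variable (sva 3.50.0), and each library left out in turn. Sex was not fitted as a covariate, because all 8 libraries held counts of Y-linked genes and at most 38 counts of Xist. After seeing the data, 3 alternatives were added on account of the acinar reads described with the results.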

Results

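Islets of 4 wild type and 4 mutant-labelled libraries were profiled by RNA-seq to ask what changes in adult islets when Ctnna1, which encodes the αE-catenin that links adherens junctions to actin, is targeted in endocrine progenitors. Wild type libraries held 34.0 ± 1.90 M counts and mutant-labelled libraries 36.3 ± 1.04 M (SD, n = 4 each, exact permutation p = 0.0857). The hormone genes Ins1, Ins2, Iapp, Gcg, Sst, Ppy and Pyy took 15.4% ± 2.06 of wild type and 10.8% ± 1.87 of mutant-labelled counts (SD, n = 4, exact permutation p = 0.0571). Genes of the acinar list, made by the exocrine cells that surround islets, took 5.03, 3.38, 5.74 and 3.60% of counts in wild type libraries 1 to 4. Their shares were 11.3, 0.323, 8.67 and 26.6% in mutant-labelled libraries 1 to 4. These shares differed between groups by less than the spread allows to call (exact permutation p = 0.229, n = 4), and mutant-labelled library 2 lay below and the other 3 above the wild type range.

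The targeted gene was not lower in the libraries labelled mutant. Ctnna1 (chromosome 18, 35118912 to 35254775, mm10) stood at 177 ± 14.8 CPM in wild type and 291 ± 16.6 CPM in mutant-labelled libraries (SD, n = 4). It rose 1.64-fold (log2 fold change 0.72, SE 0.0753, adjusted p = 0.00682 with edgeR's quasi-likelihood test). All 4 mutant-labelled values, 276 to 310.0 CPM, lay above all wild type values, 160.4 to 196 CPM (exact permutation p = 0.0286, n = 4, the smallest this design allows). The call held whichever single library was left out and ended without mutant-labelled libraries 2 and 4 together (log2 fold change 0.70, adjusted p = 0.0550). Counts were summed over the whole gene, including exons outside the deleted part, and over all cells of the islets, so they do not check the genotype. The span of Ctnna1 also overlaps that of Lrrtm2, and whether any reads of Lrrtm2 were counted with it is not known. Every direction below is drawn from the labels alone.

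Of 15169 tested genes, 76 changed more than 2-fold, 21 higher and 55 lower in mutant-labelled libraries, so that 72.4% of these calls were lower by the labels. At any fold, 159 genes were called, 49 higher and 110 lower. At an unadjusted p under 0.05 there were 3347 genes, and 1758 genes (11.6%) had groups that did not overlap, where chance gives 2.86%. The common biological coefficient of variation was 24.9%. These calls, and those below where no other test is named, are from edgeR's quasi-likelihood test. The balance of the calls depended on the test, with 452 genes more than 2-fold by edgeR's likelihood ratio test (329 higher) and 512 by DESeq2 (390 higher). It also depended on single libraries, with 204 calls (151 higher) without wild type library 3 and 307 (242 higher) without mutant-labelled library 3. Leaving out wild type libraries 1, 2 and 4 gave 37, 29 and 30 calls and leaving out mutant-labelled libraries 1, 2 and 4 gave 21, 81 and 31, most of them lower in each case. Within the 7 libraries that share a title suffix, those without mutant-labelled library 4, 9 genes were higher and 22 lower, and with the suffix as a term 9 and 16. All 76 genes kept their sign in the 8 fits that each left out a library, and 19 of them, 5 higher and 14 lower, kept an adjusted p under 0.05 in every such fit. No gene passed edgeR's glmTreat test against a 2-fold change (smallest adjusted p = 0.124, 306 genes at an unadjusted p under 0.05), and limma's treat test passed 0 genes.

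**Figure D1:**
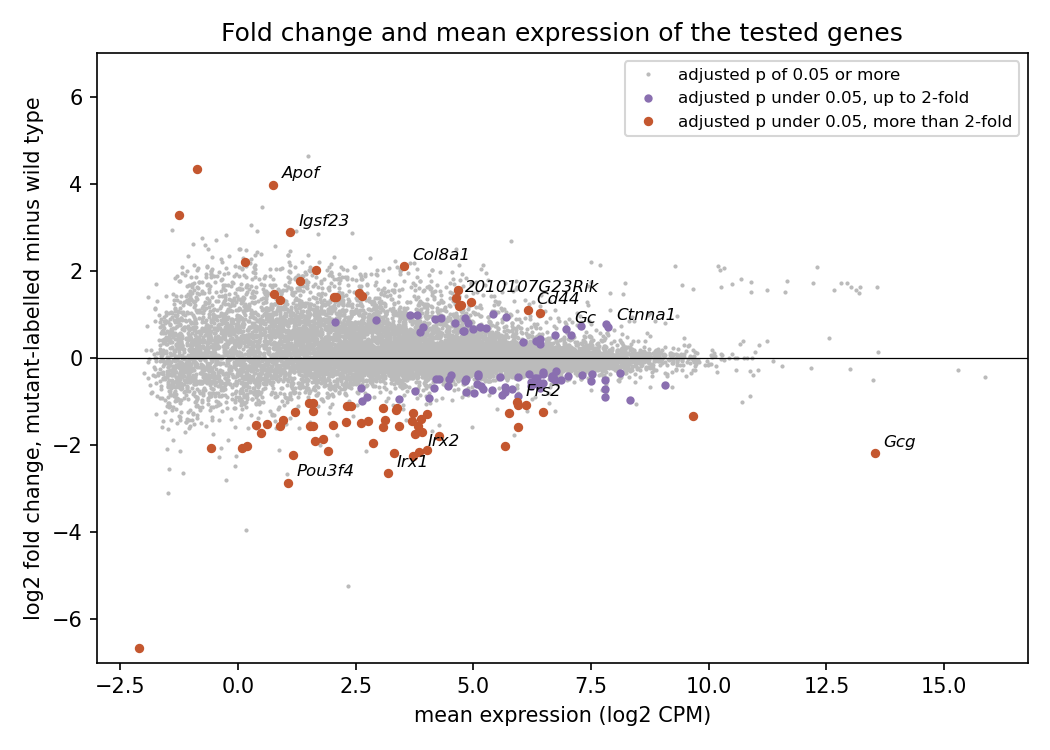
Log2 fold change (mutant-labelled minus wild type) against mean expression in log2 CPM for the 15169 tested genes, with the 76 genes called at more than 2-fold in orange, other called genes in purple and the rest in grey. Gcg stands apart as a highly expressed gene with a log2 fold change of -2.19.

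Genes of the glucagon-producing alpha cell were among the strongest decreases. Glucagon itself, Gcg (chromosome 2, 62474530 to 62483653), was 4.55-fold lower, at 4268 ± 1682 CPM against 19435 ± 6257 CPM in wild type (SD, n = 4, log2 fold change -2.19, SE 0.34, adjusted p = 0.0304, edgeR). The homeobox genes Irx1 (chromosome 13, 71958232 to 71963723) and Irx2 were 6.24-fold and 4.51-fold lower (15.6 ± 2.77 to 2.50 ± 0.752 and 23.5 ± 3.75 to 5.20 ± 1.55 CPM, adjusted p = 0.00384 and 0.00662), and Pou3f4 was 7.30-fold lower (adjusted p = 0.0185). Of the 13 tested genes of the alpha cell list, 9 fell and 1 rose. Adjusted over the list alone, 11 fell and 1 rose, although several of its genes, Gcg, Peg10 and Etv1 among them, were named by the study from these samples and are not independent evidence. The study also cites quantitative PCR of selected genes in islets of these mutants, which was not examined here. The gene that rose was Gc, the vitamin D binding protein, at 153 ± 7.45 CPM against 97.0 ± 7.96 CPM (adjusted p = 0.00692). Peg10 (log2 fold change -0.96, adjusted p = 0.121) and Etv1 (-0.74, adjusted p = 0.0545) did not pass, but did with the likelihood ratio test (adjusted p = 0.0336 and 0.000874) and DESeq2 (0.00919 and 9.01e-05), each of which called 11 genes of the list lower. With the title suffix as a term, and without wild type library 4 or mutant-labelled library 4, 5 were called lower.

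The median log2 fold change of the alpha cell list was -1.33, and camera placed the list below other genes (adjusted p = 1.04e-10 with the preset correlation). With an estimated correlation the adjusted p was 0.562 (0.0194 unadjusted), and the adjusted p of fry was 0.00710. Fry passed no other list. Its adjusted p was 0.0542 for endocrine progenitors, the next lowest, 0.173 for matrix glycoproteins, 0.180 for genes disallowed in beta cells and 0.247 for collagens. List scores were lower in all 4 mutant-labelled libraries than in any wild type library (difference -1.33, exact permutation p = 0.0286, n = 4, adjusted p = 0.283 over 33 lists). Irx1, Irx2 and Gc kept their calls whichever library was left out. Gcg lost its call without wild type library 1, 2 or 4 or mutant-labelled library 1 or 4 (adjusted p up to 0.107, log2 fold change -2.51 to -1.98), and Pou3f4 without wild type library 4 or mutant-labelled library 4 (adjusted p up to 0.0621).

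**Figure D2:**
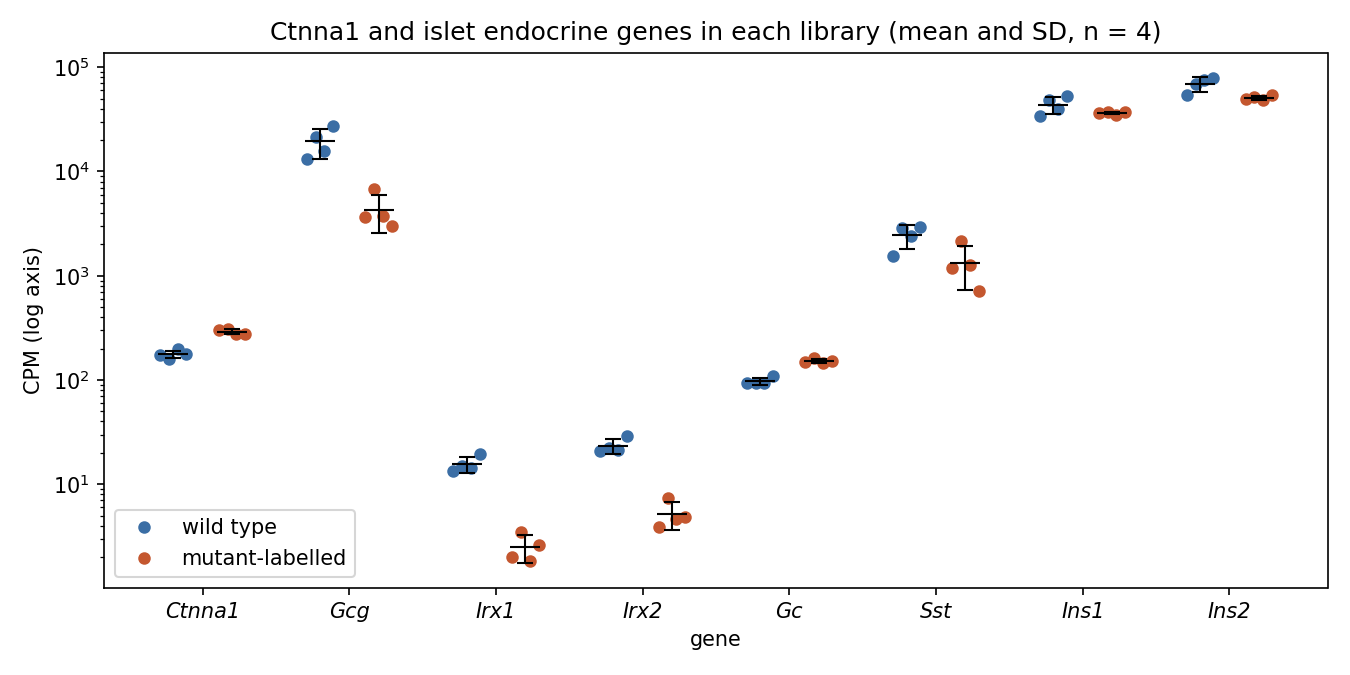
CPM on a log axis for Ctnna1 and 7 islet endocrine genes, 1 point per library, with the mean and SD of the 4 libraries of each group as bars. Ctnna1 and Gc are higher and Gcg, Irx1, Irx2 and, by a narrow margin, Ins2 lower in all 4 mutant-labelled libraries than in any wild type library.

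Other endocrine cell types showed smaller differences. Sst, the hormone of delta cells, stood at 2440.3 ± 633 CPM in wild type and 1332 ± 599 CPM in mutant-labelled libraries (log2 fold change -0.87, SE 0.33) and did not pass (adjusted p = 0.176, edgeR). The study named it from these samples, and also cites quantitative PCR of selected genes in islets of these mutants. Rbp4 had a log2 fold change of -0.94 (adjusted p = 0.0976, 0.0106 with the likelihood ratio test and 0.00215 with DESeq2). Of the 6 delta cell genes 0 were called over all genes and 2 fell when adjusted over the list alone (median -0.51, camera adjusted p = 0.104), and the likelihood ratio test called 1 and DESeq2 2 lower. The camera test passed without mutant-labelled library 2 (median -0.72, adjusted p = 0.0243). None of the 4 genes of the PP and epsilon cell list was called, also when adjusted over the list alone (median 0.25, camera adjusted p = 0.394), whereas DESeq2 called 1 higher. Ppy and Pyy, hormones of PP cells, had log2 fold changes of 0.39 and 0.11 (adjusted p = 0.704 and 0.858).

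Genes of beta cell identity had small log2 fold changes as a group (median -0.15), with negative values in 17 of 24. With edgeR's quasi-likelihood test none was called, also when adjusted over the list alone. DESeq2 called 3 and the likelihood ratio test 1 lower, and the quasi-likelihood test 1 lower without wild type library 3 and 1 higher without mutant-labelled library 3. Ins1, an insulin gene, stood at 43853 ± 8297 CPM in wild type and 36331 ± 991 CPM in mutant-labelled libraries (adjusted p = 0.536), and Ins2 at 69199.7 ± 10802 and 50880.1 ± 2073 CPM (adjusted p = 0.348, but 0.00248 with DESeq2). For Ins2 the highest mutant-labelled value (53615 CPM) lay just below the lowest wild type value (53896 CPM), whereas the groups overlapped for Ins1. Ucn3 and Slc2a2, markers of mature beta cells that the study also names, had log2 fold changes of -0.26 and -0.13 (adjusted p = 0.285 and 0.652). The study reports lower protein of both in beta cells of these mutants by immunostaining at an earlier age. It states, for its Ctnna1 and Itgb1 mutants together, that this matched its gene profiling at the age of these libraries. Neither gene was called in the present counts. Camera placed the list below other genes (adjusted p = 0.0130, and adjusted p = 0.615 with an estimated correlation), but not without wild type library 2 or 4 or mutant-labelled library 4 (adjusted p = 0.0748, 0.103 and 0.0593), nor with the title suffix as a term (0.0559) or 1 surrogate variable (0.871). The secretory granule and exocytosis list had 0 called genes of 22 and 2 that fell when adjusted over the list alone (median -0.14, camera adjusted p = 0.0211, and adjusted p = 0.615 with an estimated correlation). Its camera call ended without wild type library 2 or 4 or mutant-labelled library 1 or 4 (adjusted p = 0.117, 0.104, 0.0607 and 0.102), with the suffix term (0.115) and with 1 surrogate variable (0.687). Of its genes DESeq2 called 3 lower and 1 higher, and the likelihood ratio test 2 lower. Within it Scg2 and Chga, granule proteins, had log2 fold changes of 0.45 and -0.25 (adjusted p = 0.132 and 0.392, and for Scg2 3.61e-05 with DESeq2).

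Genes whose expression is normally kept low in beta cells, the disallowed list, had positive log2 fold changes in 19 of 20 members (median 0.86). With edgeR's quasi-likelihood test none was called over all genes and 1 rose when adjusted over the list alone. Higher values were called for 5 members by the likelihood ratio test and for 5 by DESeq2, and by the quasi-likelihood test for 3 without wild type library 3 (median 1.39) or mutant-labelled library 3. With 1 surrogate variable the median was 0.42. Camera ranked the list above other genes (adjusted p = 1.53e-05, and adjusted p = 0.562 with an estimated correlation), and list scores differed by 1.001 (exact permutation p = 0.0571, n = 4). The study named Hk1, Ldha, Aldh1a1 and Cxcl14 from these samples, so they are not independent evidence. For these, and for the genes it names as lower, it also cites quantitative PCR of selected genes in islets of these mutants. Those measurements were not examined here. Their log2 fold changes were 0.74, 1.13, 1.54 and 1.55 (adjusted p = 0.219, 0.124, 0.180 and 0.132). Ldha and Cxcl14 passed with the likelihood ratio test (adjusted p = 0.0327 and 0.0446) and DESeq2 (0.0103 and 0.0152), and the gene Hk1os overlaps Hk1. Igfbp4 and Tgm2, the most expressed members, had 0.79 and 0.91 (adjusted p = 0.437 and 0.368). Scores of the fibroblast list, with which this list shares Pdgfra, differed by 1.37 in the same direction (exact permutation p = 0.0857, n = 4). Slc27a2 and Tmsb15b1, which the study names as lower, had log2 fold changes of -1.41 and -1.61 (adjusted p = 0.0962 and 0.0605, 0.0160 and 0.000995 with the likelihood ratio test, 0.0197 and 0.000829 with DESeq2), and Tmsb15b1 overlaps Tmsb15l.

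Families of the extracellular matrix lay to the higher side as groups, with few single genes called by edgeR's quasi-likelihood test. These families were chosen by the study from these samples, so their direction is not independent evidence. All 27 matrix glycoprotein genes had positive log2 fold changes (median 0.87), and 2 rose over all genes and 2 adjusted over the list alone. Mgp, matrix Gla protein, rose 2.45-fold (17.8 ± 3.71 to 43.6 ± 0.835 CPM, adjusted p = 0.00860, edgeR) and Postn, periostin, rose 2.97-fold (adjusted p = 0.0351). Of 37 collagen genes, 33 had positive values (median 0.75), Col8a1 rose over all genes (4.28-fold, adjusted p = 0.0323) and 3 rose adjusted over the list alone. Col3a1 had a log2 fold change of 0.98 with an SE of 0.54 (adjusted p = 0.309). None of 11 laminins or 25 integrins was called over all genes or adjusted over the list alone (medians 0.53 and 0.53). Lamc1 and Lamb2 had log2 fold changes of 0.43 and 0.68 (adjusted p = 0.198 and 0.322), and Itgb1 and Itgav of 0.15 and 0.055 (adjusted p = 0.259 and 0.672). Of 4 thrombospondins, Thbs1 rose 2.04-fold (adjusted p = 0.0472), 3 rose adjusted over the list alone, and Thbs3 had a log2 fold change of -0.32 (adjusted p = 0.227). Scores of this list were higher in all 4 mutant-labelled libraries than in any wild type library (exact permutation p = 0.0286, n = 4, adjusted p = 0.283, camera adjusted p = 0.0856). Of 47 metalloproteases, Adam23 rose (log2 fold change 0.80) and Adamts18 and Mmp12 fell (-1.15 and -1.74, adjusted p = 0.0413, 0.0225 and 0.0342), and 3 rose and 4 fell adjusted over the list alone (median 0.59). Mmp12 overlaps Mmp1b.

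The number of called matrix genes depended on the test and on single libraries. The likelihood ratio test called 5 collagens, 6 glycoproteins, 1 laminin, 2 integrins and 2 thrombospondins higher, and 2 metalloproteases higher and 4 lower. DESeq2 called 7, 4, 2, 3 and 3 higher in the same order, and 3 metalloproteases higher and 5 lower. Without wild type library 3, 10 collagens (median 1.33), 6 glycoproteins (1.43) and 1 laminin (0.83) were called higher, and the integrin median was 0.95. Without mutant-labelled library 3, 2 collagens and 4 glycoproteins were called higher. Without wild type library 2 no collagen was called (median 0.49), and with 1 surrogate variable 1 collagen was called higher and 1 lower (0.31) and 1 glycoprotein higher (0.32).

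Camera with the preset correlation ranked matrix glycoproteins (adjusted p = 2.22e-08), collagens (3.08e-05), integrins (0.000763), laminins (0.00178) and metalloproteases (0.0492) above other genes. With an estimated correlation none held, with an adjusted p of 0.562 for each except metalloproteases (0.643). With 1 surrogate variable in the fit, collagens, laminins and integrins each had an adjusted p of 0.307, and the metalloprotease test turned to the lower side (adjusted p = 0.484). The metalloprotease call also ended without wild type library 2 or 4 (adjusted p = 0.0894 and 0.261) or mutant-labelled library 1 or 2 (0.159 and 0.0741). Mgp kept its call whichever library was left out, whereas those of Postn and Col8a1 ended without wild type library 1, 2 or 4 or mutant-labelled library 1 or 4 (adjusted p up to 0.0993 and 0.101). The calls of Thbs1, Adam23 and Mmp12 ended without any of those or mutant-labelled library 2 (up to 0.128, 0.133 and 0.102), and that of Adamts18 without wild type library 1, 2 or 4 or mutant-labelled library 1 (up to 0.0635). Matrix glycoprotein scores were 0.25, -0.87, 1.03 and -0.41 in wild type libraries 1 to 4 and 1.36, 1.07, 0.54 and 1.15 in mutant-labelled libraries 1 to 4, so that wild type library 3 exceeded mutant-labelled library 3.

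Markers of other cells that accompany islets lay to the same side as the matrix families. The fibroblast list had positive log2 fold changes in 13 of 13 genes (median 1.09), the Schwann cell and neuron list in 10 of 10 (1.48), the macrophage and leukocyte list in 14 of 15 (0.55), the pericyte and smooth muscle list in 10 of 10 (0.51), and the ductal list in 10 of 10 (0.62). Camera adjusted p-values were 5.11e-05, 0.000201, 0.000201, 0.0211 and 0.000569, and with an estimated correlation the adjusted p was 0.562, or 0.615 for the pericyte list. The pericyte call ended without wild type library 2 or 4 or mutant-labelled library 1 (adjusted p = 0.0630, 0.0579 and 0.108), without mutant-labelled libraries 2 and 4 together (0.129) and with the title suffix as a term (0.0552), and both it and the ductal call with 1 surrogate variable (0.958 and 0.0837). Of these lists' genes Krt18, a keratin of the ductal list, was the single one that rose over all genes with edgeR's quasi-likelihood test (log2 fold change 0.53, adjusted p = 0.0487), and not without wild type library 1, 2 or 4 or mutant-labelled library 1, 2 or 4 (up to 0.153). Adjusted over each list alone, 8 Schwann and neuron, 2 macrophage, 1 pericyte, 1 ductal and 0 fibroblast genes rose. Over all genes the likelihood ratio test called 6 Schwann and neuron, 2 macrophage, 1 pericyte, 2 ductal and 2 fibroblast genes higher, and DESeq2 6, 3, 1, 2 and 2. The quasi-likelihood test called 0, 3, 1, 2 and 2 without wild type library 3 (fibroblast median 1.93) and 7, 0, 1, 1 and 0 without mutant-labelled library 3. Cdh19, a gene of Schwann cells, had a log2 fold change of 2.04 (adjusted p = 0.0616, 0.000297 with the likelihood ratio test and 1.52e-05 with DESeq2). Col1a2 had 0.84, Cd74 and H2-Aa 0.30 and 0.37, Rgs5 and Notch3 0.39 and 0.45, and Spp1 1.21, with adjusted p-values of 0.495, 0.515, 0.400, 0.196, 0.374 and 0.202. The fibroblast list shares Col1a1, Col1a2 and Col3a1 with the collagens and Dcn and Lum with the glycoproteins. The acinar list had positive values in 26 of 26 genes (median 1.63), among them Cela2a and Pnlip (1.63 and 1.63, adjusted p = 0.341 and 0.349), without a call over all genes or adjusted over the list alone, whereas the likelihood ratio test and DESeq2 each called 1 higher. Its camera adjusted p was 0.449 (7.38e-16 without mutant-labelled library 2, 7.56e-22 without mutant-labelled libraries 2 and 4, and 5.16e-05 on DESeq2 values of all 8), and its score differed by 0.42 with an SD of 2.86 in mutant-labelled libraries (exact permutation p = 0.771, n = 4).

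**Figure D3:**
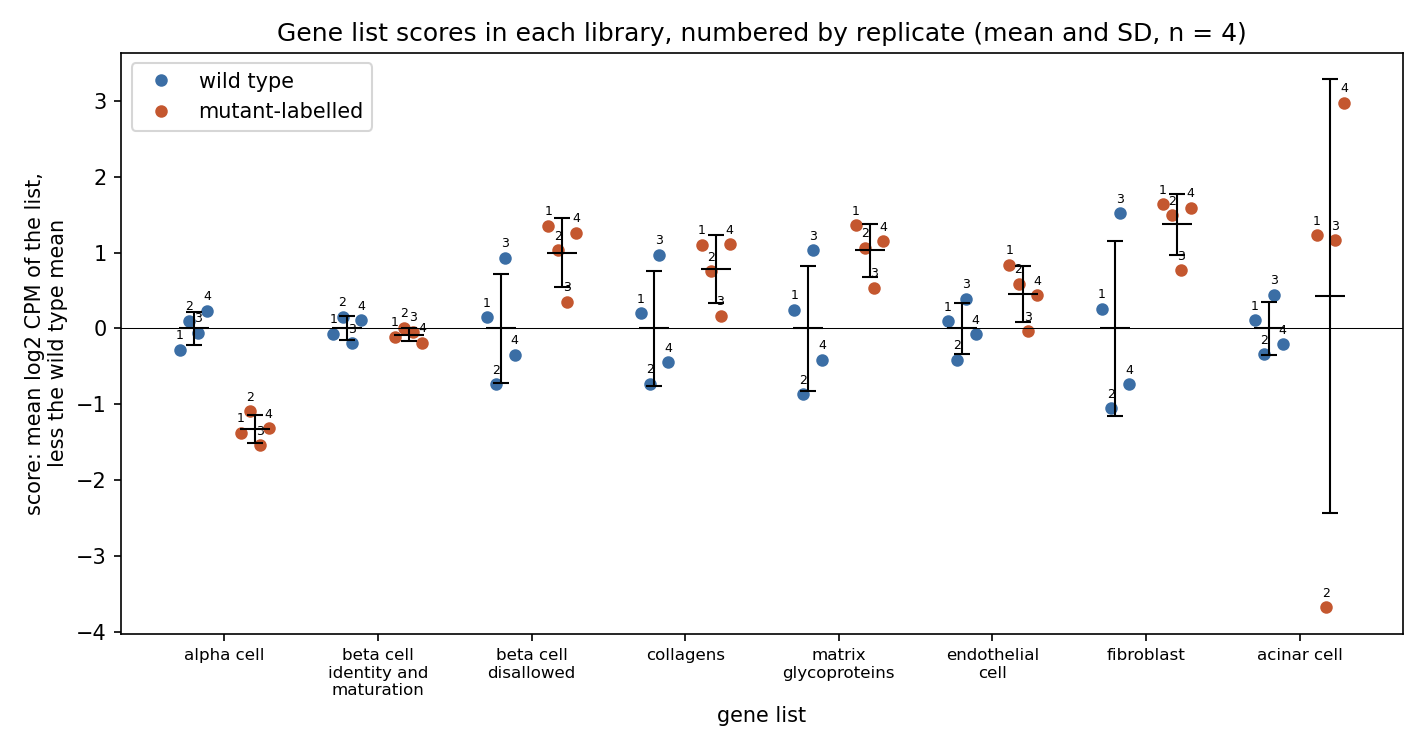
Scores of 8 gene lists in each library, as the mean log2 CPM of the list less the wild type mean, with the mean and SD of 4 libraries per group as bars and points numbered by replicate. The alpha cell scores of the mutant-labelled libraries (-1.54 to -1.09) lie apart from wild type (-0.28 to 0.24), whereas collagen, glycoprotein and fibroblast scores of wild type library 3 lie among the mutant-labelled ones.

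Cell adhesion and vascular genes were examined because the targeted protein joins cadherins to actin. With edgeR's quasi-likelihood test none of 24 genes of the adherens junction list was called, also when adjusted over the list alone (median 0.031, camera adjusted p = 0.449), and 3 were higher without wild type library 3, 1 with the likelihood ratio test and 2 with DESeq2. E-cadherin, Cdh1, which the study names, stood at 565 ± 25.0 CPM in wild type and 593 ± 37.3 CPM in mutant-labelled libraries (adjusted p = 0.620, edgeR), and β-catenin, Ctnnb1, had a log2 fold change of 0.029 (adjusted p = 0.842). For E-cadherin the study reports diminished immunostaining in islets of these mutants, a measure of protein and not of RNA. The actin cytoskeleton list had 0 called genes of 24 and 1 that rose when adjusted over the list alone. It ranked above other genes (median 0.28, camera adjusted p = 0.000763, adjusted p = 0.562 with an estimated correlation and 0.476 with 1 surrogate variable), with Actb at -0.0089 (adjusted p = 0.979). As for the fibroblast list, wild type library 3 had the highest actin score of its group (0.45) and mutant-labelled library 3 the lowest of its group (-0.0045). Whether the actin values reflect stromal cells was not tested. Of the actin genes 1 was called higher by the likelihood ratio test, 1 by DESeq2, and 3 by the quasi-likelihood test without wild type library 3. The endothelial list had 0 called genes of 20 over all genes and 0 adjusted over the list alone, and 19 positive values, and DESeq2 called 2 higher. Its median was 0.50 (camera adjusted p = 0.000101, adjusted p = 0.562 with an estimated correlation and 0.0911 with 1 surrogate variable). Plvap and Ptprb, endothelial genes, had log2 fold changes of 0.53 and 0.56 (adjusted p = 0.210 and 0.273).

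Ligands and pathway targets gave no calls over all genes outside the hypoxia list with edgeR's quasi-likelihood test and all libraries. DESeq2 called 1 angiogenic ligand higher, 1 YAP target higher and 1 lower, and 1 Wnt target higher and 1 lower, and the likelihood ratio test 1 Wnt target higher. Without wild type library 3 the quasi-likelihood test called 1 angiogenic ligand and 1 YAP target higher. Angiogenic ligands had 0 called genes of 16, also when adjusted over the list alone (median 0.24, camera adjusted p = 0.0856). Vegfa, which the study names, stood at -0.24 (adjusted p = 0.175) and Vegfb at -0.014 (0.944). Without wild type library 3 or mutant-labelled library 3 the camera test passed (adjusted p = 0.0108 and 0.0206). YAP target genes had 0 called of 17 and 1 that fell when adjusted over the list alone (median 0.49, camera adjusted p = 0.0595), with Amotl1 at -0.24 and Arhgef17 at -0.26 (adjusted p = 0.0848 and 0.311, and for Amotl1 0.00616 with DESeq2). That test passed without wild type library 3 (median 0.83, adjusted p = 0.00261) or mutant-labelled library 2 or 3 (0.0415 and 0.0196). Wnt target genes had 0 called of 10 and 1 that rose when adjusted over the list alone (median 0.31, camera adjusted p = 0.737), with Ccnd1 at -0.31 and Znrf3 at -0.030 (adjusted p = 0.127 and 0.860, and for Ccnd1 0.0246 with DESeq2). Of 22 hypoxia and glycolysis genes Higd1a fell over all genes and 1 fell adjusted over the list alone. Higd1a had a log2 fold change of -1.54 (adjusted p = 0.0294), and its call ended without wild type library 2 or 4 or mutant-labelled library 1 or 4 (up to 0.0763). The likelihood ratio test and DESeq2 each called 1 further gene of the list higher, and the quasi-likelihood test 2 without mutant-labelled library 3. The median and mean of this list were positive (0.081 and 0.11) where its camera direction was lower (adjusted p = 0.846).

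The largest increases by the naming rule were in Apof, an apolipoprotein (15.7-fold, from 0.191 ± 0.114 to 3.08 ± 1.09 CPM, adjusted p = 0.00860, edgeR), Igsf23 (7.37-fold), Cldn1, a tight junction claudin (4.58-fold), Col8a1, Lmo1 (4.07-fold), Agmo (3.40-fold), Postn, Galnt9 (2.82-fold), Fap, a fibroblast protease (2.76-fold), and Kcnip2 (2.65-fold), with adjusted p-values of 0.00860 to 0.0416. Apof and Kcnip2 kept their calls whichever library was left out. The calls of Igsf23, Cldn1, Lmo1, Agmo, Galnt9 and Fap ended without wild type library 1 or 2 or mutant-labelled library 1 (adjusted p up to 0.0861, 0.0792, 0.0795, 0.129, 0.107 and 0.127 over the 8 fits). They also ended without wild type library 4 except for Lmo1, without mutant-labelled library 4 except for Igsf23, and for Agmo, Galnt9 and Fap without mutant-labelled library 2. The largest decreases outside the alpha cell list were in Edn3, endothelin 3 (4.80-fold), AF529169 (4.67-fold), Rpl3 (4.53-fold), Nxph1 (4.38-fold) and Vwde (4.36-fold), with adjusted p-values of 0.00662 to 0.0294. Rpl3 kept its call in every such fit, Nxph1 lost it without mutant-labelled library 1 (adjusted p = 0.0548), and AF529169 without wild type library 4 or mutant-labelled library 1 (up to 0.0669). Edn3 and Vwde lost it without wild type library 2 or 4 or mutant-labelled library 1 or 4 (up to 0.0880 and 0.0940), Vwde also without wild type library 1. Rpl3 was read at 16.2 ± 3.14 CPM in wild type against 496 ± 48.7 CPM for Rpl4, which encodes another ribosomal protein, and overlaps the small nucleolar RNA genes Snord43 and Snord83b, so its value is uncertain.

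The smallest adjusted p-values belonged to 4 genes that kept their calls whichever library was left out. The uncharacterised gene 2010107G23Rik (chromosome 10, 62107656 to 62111013) rose from 13.8 ± 0.693 to 35.9 ± 2.56 CPM (adjusted p = 0.000644, edgeR). Frs2, an adaptor of FGF receptors, fell from 82.1 ± 2.64 to 40.5 ± 3.34 CPM (0.000975). Cd44, the hyaluronan receptor, rose from 45.5 ± 3.13 to 97.7 ± 9.13 CPM (0.00160). Gm20554, a predicted gene beside Irx2 (chromosome 13, 72623466 to 72628564), fell 3.86-fold (0.00327).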

Values the study reported

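The study reports 319 genes with an FDR under 0.05 and a fold change over 2 between islets of the Ctnna1 mutant and control islets, 245 of them higher and 74 lower in the mutant. By immunostaining, the study also reports strongly reduced alpha and delta cell populations in islets of these mutants.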

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

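The tests of acinar reads, of alpha cell number, of the title suffix, of stromal RNA, of exchanged labels, of genes next to Neurog3 and of the splits for alpha cell genes that the study did not name were chosen after the results they address had been seen, and the other splits of the libraries were planned.

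Alpha cell genes were lower in mutant-labelled libraries, and of the 35 splits of the 8 libraries into groups of 4 the real one alone gave a median of the alpha cell list as far from 0 (1.33, next highest 1.11), and the same held for the 8 genes that the study does not name (1.45, next highest 1.13). Chance is not excluded by either, since the study picked the other 5 genes, and with them this cell type, from the same libraries. The exact permutation test of the list score had an adjusted p of 0.283 over 33 lists and cannot decide this. Its unadjusted p of 0.0286 is the smallest this design allows, and few lists at that floor cannot pass such an adjustment. Dilution by acinar RNA as the whole cause is argued against by a median of -1.32 with the acinar score as a covariate, and the library with another title suffix by a median of -1.35 without it. Fewer alpha cells with the same RNA per cell stays open: the 13 genes did not move by equal amounts (Cochran Q of 643 over 12 degrees of freedom, from -2.87 for Pou3f4 to 0.65 for Gc), but other islet cells may also express some of them, and bulk counts cannot be told apart into cell number and RNA per cell. Fewer alpha cells are reported by the study from pancreas sections, with a smaller glucagon-stained area at the age of these libraries. It found no such difference in the first week after birth, but more dying alpha cells by its end, and attributes the loss to apoptosis. These measures do not cover RNA per cell. A change of expression within alpha cells with the genotype also stays open and was not tested, nor was an exchange of all labels between the groups, although the immunostaining quoted from the study runs the way the labels say.

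Matrix, stromal and vascular genes lay to the higher side, with positive values in 94 of 100 genes of the collagen, laminin, integrin and glycoprotein lists (median 0.70), although the exact permutation p of their score was 0.114 (n = 4) and 1 surrogate variable lowered the 4 medians to 0.31, 0.091, 0.25 and 0.32. Acinar tissue as the whole cause is argued against by a median of 0.65 with the acinar score as a covariate. Mutant-labelled library 2 also argues against it, with an acinar score of -3.68 and a glycoprotein score of 1.07. That fit rests mostly on the mutant-labelled libraries, whose acinar scores had an SD of 2.86 against 0.35 in wild type. In wild type libraries 1 to 4, matrix scores (0.24, -0.69, 0.87 and -0.41) ranked as acinar scores did (0.11, -0.34, 0.44 and -0.21). In mutant-labelled libraries the orders differed. A part that came with exocrine tissue therefore stays open. An exchange of labels between wild type library 3 and mutant-labelled library 3 is argued against by their alpha cell scores, -0.055 and -1.54, since each lies on the side of its own group (-0.28 to 0.24 in wild type and -1.54 to -1.09 in mutant-labelled libraries). More RNA of stromal, vascular, immune and nerve cells is a candidate explanation, since all 5 lists of these cells ranked higher with the preset correlation and the median over their 68 genes was 0.63, though the study picked the matrix families from these libraries. With an estimated correlation no such list passed (adjusted p = 0.562, and 0.615 for pericytes, whose preset call also ended without wild type library 2 or 4 or mutant-labelled library 1, at 0.0630, 0.0579 and 0.108, without mutant-labelled libraries 2 and 4, at 0.129, and with the suffix term, at 0.0552, or 1 surrogate variable, at 0.958), and stromal scores differed with an exact permutation p of 0.0571 (n = 4). Whether more such cells came with the islets during isolation or lay within them, with the genotype, was not tested on these counts. For blood vessels, the study reports a higher density within islets of these mutants in pancreas sections, which involve no isolation of islets. That measure does not cover the other cell types of these lists.

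The gene 2010107G23Rik was higher (1.38) and Neurog3, 22.1 kb away, lower (-1.04, adjusted p = 0.0471, edgeR, a call that ended without any 1 library except mutant-labelled library 3, with adjusted p up to 0.136). Extra copies of neighbouring genes carried with a Neurog3 promoter transgene may raise the former. The other tested gene within 100 kb, Tspan15, which is outside the naming rule and was chosen after its values were seen, stood at 0.13 (adjusted p = 0.295). This explanation and the genotype cannot be told apart, because every mutant-labelled library carries the transgene by its label and its reach is not known. No other explanation was tested.

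Among the same 35 splits, with the real one counted here and below, 2 gave 76 or more genes changed more than 2-fold (the other gave 623), so chance cannot be excluded for the count, nor for genes higher (21, and 619 in the other, 2 splits) or lower (55 and 619, 2 splits) with the larger direction taken in other splits. At any fold, 2 splits gave as many genes (159, and 1050 in the other), as many higher (49 and 998) and as many lower (110 and 998). For the 20 lists past camera, 8 splits gave as many (highest other 24), and for the median of the matrix glycoproteins 3 splits gave 0.87 or more (highest other 1.12), so chance cannot be excluded for these either. The split with 623 genes set wild type libraries 1, 2 and 4 and mutant-labelled library 3 against the rest, which points to a structure of the samples that the genotype does not give. Scores over the matrix genes follow it, at 0.24, -0.69 and -0.41 in wild type libraries 1, 2 and 4 and 0.28 in mutant-labelled library 3, against 0.87 in wild type library 3 and 1.03, 0.73 and 1.06 in mutant-labelled libraries 1, 2 and 4.

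Single libraries stood far from the other 3 of their group in 17 of 270 groups of values, where chance gives about 1 in 20. Mutant-labelled library 3 had 16518 against 17401 to 17467 detected genes in the others and a fibroblast score of 0.77 against 1.49 to 1.64. Its CPM were also apart for Hk1 (14.8 against 35.7 to 38.6), Ldha (12.97 against 27.9 to 32.4), Peg10 (7.65 against 13.8 to 14.6), Itgb1 (336 against 365 to 369.8) and Frs2 (45.4 against 38.3 to 39.0). Mutant-labelled library 1 had an immediate early gene score of -0.18 against -0.71 to -0.65 and an Itgav CPM of 322 against 360.1 to 368. Mutant-labelled library 2 stood apart for Fev (5.47 against 3.49 to 3.75 CPM) and mutant-labelled library 4 for Adamts18 (3.62 against 5.59 to 5.94 CPM). Wild type library 4 stood apart in CPM for Ppy (327 against 2151 to 2976), Pyy (499 against 1205 to 1355) and Gc (109 against 92.7 to 93.5). Wild type library 3 stood apart in CPM for 2010107G23Rik (12.8 against 14.1 to 14.2) and Apof (0.360 against 0.111 to 0.149), and wild type library 2 for Chga (10113 against 8368 to 8504).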

How the results depend on the processing

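The acinar covariate, the fit without mutant-labelled libraries 2 and 4, and scaling without acinar genes were chosen after seeing the data, and the other alternatives were planned. The alpha cell list stayed lower and past camera under every alternative except an estimated correlation, and so did the disallowed and matrix glycoprotein lists on the higher side. Fry, run beside camera, passed the alpha cell list but not the disallowed or matrix glycoprotein list (adjusted p = 0.180 and 0.173). Where a value moved, the cause was not tested. Fits that leave libraries out also hold fewer of them.

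The main counts were 76 genes changed more than 2-fold, 21 higher and 55 lower, and 159 at any fold, 49 higher and 110 lower. In the same order they were 452, 329, 123, 849, 526 and 323 with the likelihood ratio test and 512, 390, 122, 1494, 826 and 668 with DESeq2. They were 13, 3, 10, 16, 4 and 12 with the replicate number as a block, 25, 9, 16, 35, 14 and 21 with the title suffix as a term, and 44, 11, 33, 70, 21 and 49 with 1 surrogate variable. Without mutant-labelled libraries 2 and 4 they were 26, 9, 17, 33, 12 and 21, and the glmTreat test gave 0, 0 and 0 at 2-fold. Leaving out 1 library at a time gave 21 to 307, 5 to 242 and 16 to 65 genes at 2-fold and 28 to 555, 7 to 372 and 21 to 183 at any fold. The other scalings, filters, limma-voom and the acinar covariate kept each count within 1.5 times. Replicate numbers gave no sign of pairing, since differences from the group mean correlated by 0.235, -0.062, -0.403 and -0.163 between equal numbers, against -0.351 to 0.434 between unequal ones. So few libraries cannot show whether they were collected in pairs, and the labels do not say.

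Ctnna1 stood at 0.72 with the block (adjusted p = 0.0868) and 0.70 without mutant-labelled libraries 2 and 4 (0.0550), no longer past the threshold. For the lists of the main comparison medians are given where the camera call changed, and changed calls of the background lists stand beside their results. Calls were gained by YAP targets with upper-quartile scaling (0.45), scaling without hormone genes (0.48), scaling without acinar genes (0.46), no filter (0.48) and a filter of 1 CPM in 4 libraries (0.47). Thrombospondins gained a call with DESeq2 (0.95), no filter (0.96) and the block (0.98), angiogenic ligands with no filter (0.24), and the delta cell list with the block (-0.54) and without mutant-labelled libraries 2 and 4 (-0.64). Metalloproteases lost their call with DESeq2 (0.48), the 1 CPM filter (0.50), the block (0.67), the suffix term (0.55), the acinar covariate (0.50) and without mutant-labelled libraries 2 and 4 (0.50). The suffix term ended the calls of beta cell identity (-0.078) and secretory genes (-0.064), and the fit without mutant-labelled libraries 2 and 4 that of beta cell identity (-0.084).

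With 1 surrogate variable calls ended for beta cell identity (-0.044), secretory genes (-0.031), actin (0.056), collagens (0.31), laminins (0.091), integrins (0.25) and endothelial genes (0.13), and the metalloprotease test turned to the lower side with a median of 0.037. With an estimated correlation, which leaves medians as they are, no list passed: alpha -1.33, beta identity -0.15, disallowed 0.86, secretory -0.14, actin 0.28, collagens 0.75, laminins 0.53, integrins 0.53, metalloproteases 0.59, glycoproteins 0.87 and endothelial 0.50 (adjusted p from 0.562 to 0.643). The disallowed and glycoprotein medians were 0.42 and 0.32 with 1 surrogate variable. Over the fits without 1 library, medians ranged over 0.62 to 1.39 for disallowed genes, 0.49 to 1.33 for collagens, 0.62 to 1.43 for glycoproteins, 0.35 to 0.83 for laminins, 0.27 to 0.95 for integrins, 0.16 to 0.41 for actin, 0.78 to 1.93 for fibroblasts, 0.40 to 0.95 for ductal and 0.28 to 0.75 for pericyte genes, -0.010 to 0.61 for Wnt targets, -0.047 to 0.60 for PP cells, 0.0059 to 0.16 for hypoxia, 0.0032 to 0.072 for adherens junctions, -0.22 to -0.095 for beta identity, -0.22 to -0.069 for secretory genes, 0.25 to 0.90 for metalloproteases, 0.24 to 0.83 for YAP targets, 0.072 to 0.42 for angiogenic ligands and -0.72 to -0.42 for delta cells. For single named genes and the other lists, 2094 values kept their side of the threshold, 48 passed it newly and 263 no longer passed it. The sign differed from the main value in 36 of them, among them the acinar list with the acinar covariate (-0.070), and in 8 list medians of the comparison, with 0 of either kind past the threshold there or in the main comparison. The likelihood ratio test and limma-voom leave the list tests untouched. A covariate for sex was not run, because all 8 libraries held counts of Y-linked genes and few of Xist.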

Other observations

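Beyond the comparisons above, immediate early and heat shock genes ranked lower and proliferation genes lay to the higher side. In the immediate early and dissociation response list, 13 of 14 genes had negative log2 fold changes (median -0.30), 2 fell over all genes and 6 fell adjusted over the list alone (camera adjusted p = 0.000305, and adjusted p = 0.562 with an estimated correlation). The genes that fell were the heat shock genes Hspa1a and Hspa1b, which are near-identical copies, with log2 fold changes of -1.56 and -1.59 (adjusted p = 0.0132 and 0.0353, edgeR's quasi-likelihood test), and the likelihood ratio test and DESeq2 each called 6 genes of the list lower. Hspa1a lost its call without mutant-labelled library 1 (adjusted p = 0.0548) and Hspa1b without wild type library 2 or 4 or mutant-labelled library 1 or 4 (up to 0.111). All 15 proliferation genes had positive values (median 1.001, camera adjusted p = 3.74e-05, and adjusted p = 0.562 with an estimated correlation), 0 rose over all genes and 4 adjusted over the list alone. Mki67 and Top2a, genes of dividing cells, had log2 fold changes of 1.14 and 1.17 (adjusted p = 0.159 and 0.134, and for Top2a 0.0435 with the likelihood ratio test), and that test called 3 genes of the list higher and DESeq2 2.

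Genes of endocrine progenitors ranked lower (median -0.28, camera adjusted p = 0.0157, and adjusted p = 0.562 with an estimated correlation), with 2 of 9 that fell over all genes and 4 adjusted over the list alone. Those called over all genes were Neurog3 (3.75 ± 0.490 to 1.82 ± 0.243 CPM, adjusted p = 0.0471, edgeR), whose promoter drives the Cre, and Fev (log2 fold change -0.99, adjusted p = 0.0462). The list's call ended without wild type library 3 or mutant-labelled library 4 (adjusted p = 0.0763 and 0.0510), and without mutant-labelled libraries 2 and 4 together (median -0.20, adjusted p = 0.117). The call of Fev ended without wild type library 1, 2 or 4 or mutant-labelled library 1 or 4 (up to 0.132) and that of Neurog3 without any library but mutant-labelled library 3 (up to 0.136). Of 16 genes of the ER stress list, 1 rose over all genes and 5 adjusted over the list alone (median 0.11, camera adjusted p = 0.0130, and adjusted p = 0.615 with an estimated correlation). Herpud1 had a log2 fold change of 0.79 (adjusted p = 0.0490) and Hyou1 of -0.015 (0.963). In this list the likelihood ratio test and DESeq2 each called 5 genes higher, and DESeq2 called 4 progenitor genes lower. The ER stress call ended without wild type library 1 or 3 or mutant-labelled library 3 or 4 (adjusted p = 0.105, 0.108, 0.1005 and 0.0607) and with the title suffix as a term (0.0653), and that of Herpud1 without any library but wild type library 4 and mutant-labelled library 3 (up to 0.151).

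With edgeR's quasi-likelihood test no gene of the apoptosis list was called over all genes, and 2 rose and 1 fell adjusted over the list alone (median 0.12, camera adjusted p = 0.295). Bax and Bcl2l11 had log2 fold changes of -0.027 and -0.48 (adjusted p = 0.874 and 0.0922). Bcl2l11 passed with the likelihood ratio test (adjusted p = 0.0404), which called 2 apoptosis genes higher and 1 lower, and with DESeq2 (0.00824), which called 1 and 1. The blood list had 0 called genes of 4, also when adjusted over the list alone (median 0.60, camera adjusted p = 0.140, 0.0323 without mutant-labelled library 2, 0.0351 without mutant-labelled libraries 2 and 4, 0.0316 with 1 surrogate variable), with Hba-a2 at 0.82 and Hbb-bs at 0.61 (adjusted p = 0.246 and 0.301). Of 75 ribosomal protein genes, 1 fell over all genes and 1 adjusted over the list alone, Rpl3 (median 0.13, camera adjusted p = 0.188, 0.0224 without mutant-labelled library 2, 0.0441 with 1 surrogate variable), and Rpl4 stood at 0.24 (adjusted p = 0.253). The sex-linked list had 0 called genes of 5, also when adjusted over the list alone (median -0.010, camera adjusted p = 0.288), with Ddx3y at -0.088 and Uty at -0.24 (adjusted p = 0.430 and 0.230).

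The count of genes changed more than 2-fold with the quasi-likelihood test was 76, of which 21 were higher and 55 lower. That is lower than the value quoted from the study above, and the balance is the opposite. At the same thresholds edgeR's likelihood ratio test gave 452 genes (329 higher and 123 lower) and DESeq2 gave 512 (390 higher and 122 lower). Those counts are higher than the quoted value and, like it, hold mostly higher genes. The title suffix as a term in the quasi-likelihood fit gave 25 genes (9 higher and 16 lower). The balance of that test also turned without mutant-labelled library 3 (307 genes, 242 higher and 65 lower) or wild type library 3 (204 genes, 151 higher and 53 lower). Leaving out any other library kept most of the called genes lower. The batch that the study corrected for is not named, so its fit was not repeated here.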
